A study of Mus musculus with 1 sample. Its data were reported in "Probing pathways by which rhynchophylline modifies sleep using spatial transcriptomics" (2023).

How the data were processed

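One brain section was analysed. It came from a female wild-type C57BL/6J mouse that received rhynchophylline (RHY, an alkaloid of Uncaria plants) at 100 mg/kg in a volume of 10 mL/kg, injected intraperitoneally, and was sampled at ZT4, where ZT0 is the time of lights on. The mouse had been kept alone in its cage for 10 days under 12 h of light and 12 h of darkness. The coronal section lay 1.5 mm posterior to the bregma. It was processed with the Visium assay, in which a tissue section is laid on a slide of barcoded spots that capture polyadenylated RNA, so that each read carries the barcode of a spot and a unique molecular identifier (UMI). A spot covers several cells, which can be of different types.

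The deposited values are UMI counts per gene and spot, which the authors produced with the Space Ranger "count" pipeline after alignment to the mouse genome mm10, from about 150 M read pairs per sample with 28 cycles for read 1 and 90 cycles for read 2. The counts were not normalized by the authors, and the deposited matrix holds barcodes that the pipeline placed under tissue. The Space Ranger version and the gene annotation release are not given in the sources used here. Of the 32285 gene identifiers in the matrix, 32235 (99.85%) were found in GENCODE M21, an annotation of GRCm38, which is the same assembly as mm10. Coordinates are 1-based and come from that annotation. There were 40 symbols carried by a second identifier, and genes were therefore handled by identifier. Spot positions and the stained image were not used here, so regions are described by their RNA and not by their place on the slide. The saline sections and the other treated sections of the study were not analysed here.

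The matrix held 2831 barcodes and 35748307 UMIs, with 20714 genes seen at least 1 time. Barcodes with fewer than 500 UMIs were left out, which removed 4 and kept 2827 spots with 35746891 UMIs. No doublet caller was run, since a spot holds several cells. Mitochondrially encoded genes took 13.8% of the UMIs and the 10 most abundant genes took 15.1%.

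Regions were found by clustering, and genes were separated so that the reported genes did not help to define a region. Adora2a, a striatum marker that is also on the arousal receptor list, was for this reason left out of the clustering and of the markers. The clustering used 16133 genes whose Ensembl identifier ends in an even digit, with the region markers, and without the mitochondrially encoded genes or the genes of the 19 fixed lists. The other 16139 genes were held out, and 6767 of them had at least 50 UMIs in the section. Counts were scaled to 10000 per spot and log-transformed, the 2000 most variable clustering genes were taken, and 20 principal components and a graph of 15 nearest neighbours were computed, followed by Leiden clustering at a resolution of 1 (seed 1). This gave 19 clusters.

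A cluster took the name of a region from markers fixed before the data were examined. It needed at least 2 markers of the region among its 10 leading clustering genes (genes with at least 50 UMIs in the cluster, ordered by fold over the rest), or 1 such marker and a mean log2 fold of the markers of at least 2. It also needed at least 3 detected markers of that region (counting markers with at least 20 UMIs in the section), a positive mean log2 fold of these over the rest, and at least 3 times as many leading markers of its own region as of all others. The markers were fixed in advance but this rule was not. It was changed in 2 steps after the leading genes and the peptide levels of the clusters had been seen, and the last change, from no foreign marker to a 3-fold majority, gave the meninges cluster its name. In all, 15 clusters were named, which made 10 regions, and 4 clusters stayed unnamed. The unnamed clusters held 392 spots (13.9% of spots) and are called by their leading genes.

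For each region, the UMIs of its spots were summed and expressed as counts per 1000000 UMIs of the region (CPM). Each gene was compared as the ratio of the CPM in a region to the CPM in all other spots of the section. The 95% interval of a ratio is exact (conditional binomial), and those of shares are exact binomial (Clopper-Pearson) intervals. Both cover counting error only. They say nothing of the variation between mice or sections, since 1 section is 1 sample and spots are not replicates. No p-values were computed, and no genes were called as changed. When a region had 0 UMIs of a gene, the ratio was taken at a floor of 3 counts over the region, which is no 95% bound.

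The gene lists were fixed before the data were examined. They hold genes taken from the study text as raised by RHY (14 genes), as lowered at ZT4 (6 genes) or for a region (12 genes, called region-tied below and in the report), genes of hypothalamic and pituitary peptides (18), known glucocorticoid-induced genes (17), immediate early genes (14), clock genes (16), inflammation genes (18), p53 targets (14), receptors of arousal signals (16) and genes of the proteins that the study blotted (5), which are 4 proposed targets of RHY and GLT1 (Slc1a2). Markers of other cells that a spot can hold were added for endothelium and its transporters (8), mural cells (6), astrocytes (8), microglia (8), oligodendrocyte precursors (5), neutrophils (5), blood (5) and GABA neurons (5). Of the 14 study-raised genes, the text writes out an increase for Sgk1, Lcn2 and Tsc22d3. The others are named as changed in all of its comparisons or in many regions, and their direction was inferred. Of the 12 region-tied genes, the study gives 8 as changed in 1 region only, whereas Tiparp, Frmpd1, Net1 and Fos are its examples of thalamic genes changed at ZT4 and not at ZT14. The study chose its lists with this section among its samples. The glucocorticoid list shares 7 genes with the study-raised list, the inflammation list shares 4 and the p53 list shares 1, so their medians were also computed without these. A list value is the median log2 CPM ratio over members with at least 50 UMIs in the section, with a 95% interval from 1000 Poisson draws of the counts. It was placed among 10000 random lists of the same size, matched in 50 bins of total UMIs. This percentile describes the section and is no test.

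Named genes followed a rule set before the data were examined. They are every gene the study text names, including Hcrt, Pmch, Avp, Oxt, Gh, Prl, Cga and Tshb; the 3 highest and 3 lowest members of every other list in a region; and, among held-out genes with an odd last digit that are no region marker, the 5 with the highest ratio (at least 100 UMIs in the region) and the 3 with the lowest (at least 100 UMIs in the rest). In the text, a selection of these is given for each region, and single values of some genes are not reported here. Zbtb16 and Errfi1 in the white matter and Il1r1 in the hippocampus fall outside this rule and were chosen after their values were seen, as were Lhb, Fshb, Pitx1 and Pou1f1, which were looked up beside Prl and Gh. To compare shares of spots with a UMI across depths, spots were also thinned to 5000 UMIs each, leaving out shallower spots.

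The interval method was run on simulated Poisson counts drawn from the real region totals, over 6767 genes of which 200 were changed by known folds. Poisson counts are what the interval assumes, so this checks the calculation and not whether the real counts behave so. Clumping of UMIs in single spots was not simulated. For white matter over the rest, the interval held the true ratio in 96.3% of unchanged genes and excluded 1 in 3.73% of them. It excluded 1 in 55.2% of the genes changed 1.5-fold, 89.6% of those changed 2-fold and 98.5% of those changed 4-fold. For hypothalamus over the rest these shares were 96.0%, 3.99%, 59.7%, 88.1% and 98.5%.

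The alternatives set before the data were examined were totals without mitochondrially encoded genes, median-of-ratios scaling of the regions, the mean CPM of single spots, only spots with at least 5000 UMIs, clustering on the other genes (odd last digit), Leiden resolutions of 0.5 and 2, k-means with the same number of clusters (20 starts) and no minimum of UMIs per gene (with a pseudocount of 0.5 UMIs per region). Adding an unnamed cluster to the hypothalamus or the white matter was chosen after seeing the data. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.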

Results

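The data are UMI counts from 1 Visium section of the brain of a female mouse that received RHY at 100 mg/kg and was sampled at ZT4 (group RHY100, ZT4, female; 1 sample). Of 2831 barcodes, 2827 were kept, with 767 to 46672 UMIs each. The median was 12007 UMIs per spot (interquartile range 8880 to 15816) and 3921 genes per spot. No saline section was analysed here, so no effect of RHY was measured. The question that 1 section can address is where in the treated brain the genes named by the study were found, region by region. There are no replicates, and all 95% intervals cover counting error only.

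Clustering of the spots gave 10 named regions. The cortex held 636 spots (22.5% of spots), the thalamus 478 (16.9%), the amygdala and piriform region 312 (11.04%), the hippocampus 310 (10.97%), the white matter 288 (10.2%) and the hypothalamus 170 (6.01%). Smaller regions were the striatum (130 spots), the meninges and vessels (56), the choroid plexus and ependyma (28) and the habenula (27). The unnamed clusters were led by Esrrg, Spp1 and Pvalb (142 spots), by Ucn3 and Baiap3 (122), by Syt2, Stac2 and Amn (103) and by Bhlhe22 and Rprm (25). Depth differed between regions, with a median of 6005 UMIs per spot in the white matter, 13120 in the cortex, 10457 in the hippocampus, 10606 in the thalamus and 16786 in the hypothalamus.

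Each value below is the ratio of CPM in a region to CPM in the rest of the section, for genes that did not take part in the clustering. The median log2 ratio of the 6767 held-out genes was -0.27 in the white matter, -0.12 in the hippocampus and in the thalamus, -0.06 in the hypothalamus and -0.02 in the cortex, so that ratios are to be read relative to these values. With median-of-ratios scaling, these medians were at 0.

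In the white matter, Sgk1, which encodes a kinase induced by serum and glucocorticoids, was 9.68-fold higher than in the rest of the section (95% interval 9.28 to 10.1). Its level was 1837 CPM in the white matter and 189.7 CPM elsewhere, from 3284 UMIs. Among spots of 5000 to 8000 UMIs alone, the ratio was 4.74 (4.34 to 5.19). The median white matter spot held 1689 CPM (interquartile range 1101 to 2367). Plin4, a lipid droplet coat protein gene, was 7.71-fold higher (6.38 to 9.29), Arrdc2, an arrestin-domain gene, 7.51-fold (6.72 to 8.37), and Arl4d, a small GTPase gene, 6.52-fold (5.80 to 7.31). Sgk1 (ENSMUSG00000019970) lies on chromosome 10 from 21882184 to 21999903 of mm10, on the plus strand.

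Of the 14 genes taken from the study as raised by RHY (the study-raised list), 12 were higher in the white matter and 10 were at least 1.5-fold higher, with a median log2 ratio of 1.72 (1.35 to 2.07). This lay at percentile 100.00 of random lists of matched abundance, whose median was -0.35. The study chose this list with this section among its samples, so the list is not independent evidence. Besides the genes above, Ddit4, a stress-induced inhibitor of mTORC1 signalling, had a ratio of 5.52 (4.95 to 6.14), Cdkn1a, the p21 cell cycle inhibitor gene, 5.001 (4.48 to 5.58) and Nfkbia, the NF-kB inhibitor gene, 3.90 (3.48 to 4.37). Ratios were smaller for Cebpd (1.75), Tsc22d3, the glucocorticoid-induced leucine zipper gene (1.68, 1.54 to 1.83), Sult1a1 (1.40) and Tmem252 (1.38). Ch25h had 12 UMIs and a ratio of 2.78 (1.38 to 5.12). Lcn2, the lipocalin 2 gene, and Lrg1 were lower, with ratios of 0.776 (0.628 to 0.948) and 0.350 (0.113 to 0.828).

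**Figure D1:**
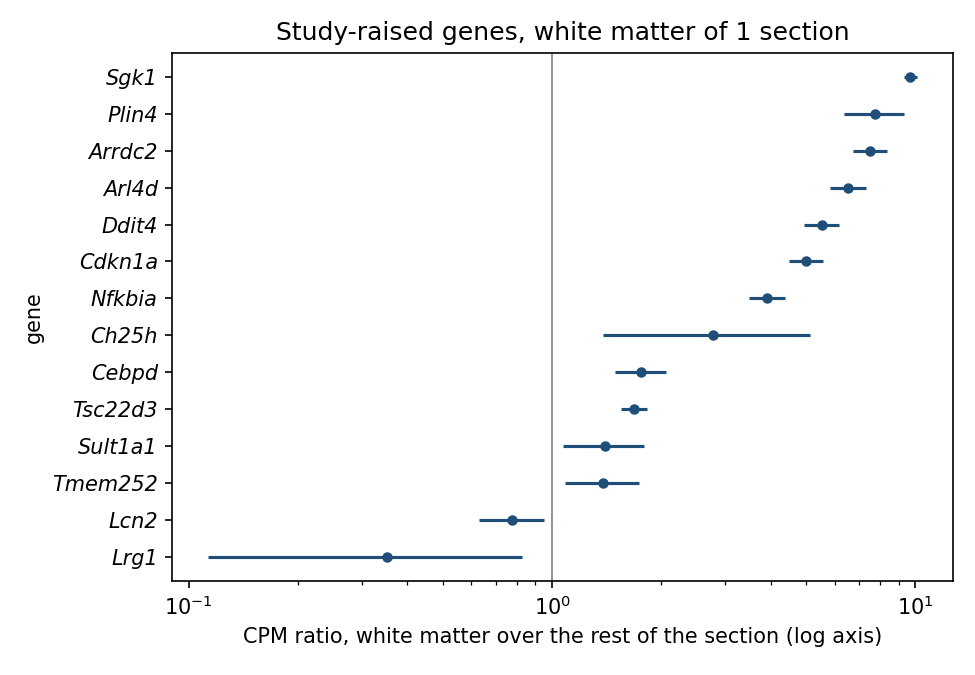
Ratio of CPM in the white matter to CPM in the rest of the section (log axis) for the 14 genes of the study-raised list; points are ratios and bars are 95% counting intervals of 1 section. Sgk1 is the highest at 9.68, 12 genes lie above 1, and Lcn2 (0.776) and Lrg1 (0.350) lie below 1.

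Known glucocorticoid-induced genes were higher in the white matter in 17 of 17 cases, with a median log2 ratio of 1.26 (0.89 to 1.81, percentile 100.00). With k-means regions the median of all 17 was 0.87, below that interval. Leaving out the 7 genes shared with the study-raised list, 10 of 10 were higher, with a median of 0.87 (0.71 to 1.00, percentile 99.93). Among these were Pdk4, a pyruvate dehydrogenase kinase gene, at 6.61-fold (3.49 to 11.9), Zbtb16 at 4.29-fold (2.22 to 7.75) and Errfi1 at 3.58-fold (3.03 to 4.22). Of the genes that the study tied to white matter, Arid5b was 3.75-fold higher (3.07 to 4.54), Gpd1, a glycerol phosphate dehydrogenase gene, 3.005-fold (2.66 to 3.39), Fam214a 1.86-fold (1.43 to 2.38) and Nt5c3 1.52-fold (1.31 to 1.75). The median of all 12 region-tied genes, most of them named for other regions, was -0.37 (-0.72 to -0.01). This list too was chosen by the study and is not independent evidence.

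Markers of cells that a white matter spot can hold were high as well. All 8 microglia genes were higher (median log2 ratio 1.14, 0.98 to 1.30), with C1qa, a complement gene, at 2.90-fold (2.64 to 3.18). All 5 oligodendrocyte precursor genes were higher (1.14, 0.71 to 1.69), led by Gpr17 at 6.38-fold (5.23 to 7.74). Astrocyte genes had a median of 0.64 (0.28 to 0.79), in which Gfap, the astrocyte filament gene, stood at 8.17-fold (7.59 to 8.80), and endothelial genes one of 0.35 (0.15 to 0.59, percentile 96.67). The held-out genes with the highest ratios were Enpp6 (14.1, 11.2 to 17.7), Fa2h, an enzyme of myelin lipid synthesis (13.5, 12.3 to 14.9), Klk6 (12.4), S1pr5 (12.0) and Anln (12.0). The lowest were Oxt, at 108.8-fold lower from 2 UMIs (30.1 to 899), Avp (19.6-fold lower) and Gal (16.2-fold lower).

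Other lists were lower in the white matter. Receptors of arousal signals were lower in 13 of 14 cases (-1.60, -2.01 to -1.33, percentile 0.00), as in Gabra4, a GABA-A receptor subunit gene (ratio 0.240), while Adora1, the adenosine A1 receptor gene, was higher (1.42, 1.19 to 1.68). Clock genes were lower in 14 of 16 cases (-0.64, -0.90 to -0.51, percentile 7.48), with Bhlhe41 as an exception at 1.56-fold. Hypothalamic and pituitary peptide genes were lower too (-2.63, percentile 0.00). Genes of the blotted proteins (-1.03, percentile 9.57), GABA neuron genes (-1.01, 12.79), blood genes (-1.22, 4.17) and the 2 measured neutrophil genes (-0.74, 24.75, or -1.75 with k-means) had negative medians, but these and the clock median lay within the central 95% of random lists. Immediate early genes lay at -0.30 (-0.64 to -0.03) and inflammation genes at 0.17 (-0.12 to 0.57), or 0.63 with no minimum of UMIs. The p53 targets (-0.01) and mural cell genes (-0.05) changed sign with median-of-ratios scaling, to 0.26 and 0.21. Genes named as lowered by RHY had a median of 0.15 (-0.19 to 0.44), from Bloc1s1 at 1.93-fold (1.46 to 2.5) to Ndufb1-ps at 0.655 (0.582 to 0.735); this list is not independent evidence either. The white matter was the shallowest region, with 90 spots under 5000 UMIs.

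In the cortex, Sgk1 was lower than in the rest of the section, with a ratio of 0.514 (0.485 to 0.544), as were Lcn2 (0.337, 0.295 to 0.385) and Plin4 (0.459, 0.353 to 0.590). Myl4, a myosin light chain gene which the study tied to the hippocampus, was 4.61-fold higher in the cortex (4.12 to 5.17), which held 59.6% of its UMIs. Of the 14 study-raised genes, 13 were lower and 8 were at least 1.5-fold lower, with a median log2 ratio of -0.64 (-0.71 to -0.50, percentile 0.00). The only higher one, Lrg1 at 1.49 (1.14 to 1.92), had a ratio of 0.645 at a Leiden resolution of 2 and 0.913 with k-means. This list is not independent evidence.

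Immediate early genes, which neuronal activity induces, were higher in the cortex in 11 of 13 cases (0.42, 0.30 to 0.62, percentile 99.94), with Arc at 3.11-fold (2.66 to 3.65) and Egr1 at 2.48-fold (2.21 to 2.77). This median was 0.12 at a Leiden resolution of 2 and -0.11 with k-means. Fos was 1.59-fold higher (1.16 to 2.14), but its ratio was 0.974 at a Leiden resolution of 2 and 0.726 with k-means. Clock genes were higher in 12 of 16 cases (0.21, 0.13 to 0.30), with Npas2 at 1.84-fold (1.51 to 2.24) and Arntl at 1.60-fold (1.35 to 1.91). The clock median was 0.03 at a Leiden resolution of 2 and 0.00 with k-means, so this excess depended on the regions. Arousal receptor genes were higher in 9 of 14 cases (0.27, 0.16 to 0.41), among them Htr2a, a serotonin receptor gene, at 2.56-fold (2.11 to 3.11). The blotted-protein list had a median of 0.32 (0.19 to 0.38, percentile 96.06), which was -0.08 at a Leiden resolution of 2 and -0.13 with k-means.

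Glucocorticoid-induced genes were lower in the cortex in 14 of 17 cases (-0.45, -0.52 to -0.31), and inflammation genes in 7 of 10 (-0.69, -0.81 to -0.46), as in Serpina3n, a serine protease inhibitor gene (0.377, 0.290 to 0.484). Astrocyte genes lay at -0.82 (-0.94 to -0.70), with Gfap at 0.240 (0.210 to 0.274). Precursor (-0.75), mural (-0.60), blood (-0.58), GABA neuron (-0.46), microglia (-0.31) and endothelial genes (-0.26, percentile 3.14) had negative medians, and both neutrophil genes were higher (0.45, 0.01 to 0.90, percentile 91.79, or 1.32 at a Leiden resolution of 2). The endothelial, neutrophil and blotted-protein medians lay within the central 95% of random lists. The p53 targets lay at -0.11 (-0.22 to 0.11), the region-tied genes at -0.33 and the study-lowered genes at -0.05 (-0.19 to 0.03). The held-out genes with the highest ratios were Ovol2 (9.74, 7.97 to 12.0), Tcap (7.41), Gm11549 (6.499), Urah (5.19) and Sptbn5 (4.62).

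In the hippocampus, the transcription factor genes Cebpd and Cebpb were 3.33-fold (3.01 to 3.68) and 2.51-fold (2.21 to 2.85) higher than in the rest. Serpina3n was 3.89-fold higher (3.27 to 4.61) and Il1r1, an interleukin 1 receptor gene, 2.43-fold (1.58 to 3.63). Sgk1 was lower (0.502, 0.459 to 0.549), and so was Myl4 (0.203, 0.134 to 0.294). Inflammation genes were higher in 7 of 10 cases, with a median log2 ratio of 0.74 (0.39 to 1.03, percentile 100.00), or 1.01 without the 4 genes shared with the study-raised list. Lcn2 stood at 1.67-fold (1.49 to 1.86). The inflammation median was 0.36 with no minimum of UMIs. At a Leiden resolution of 2 it was 0.21 and the ratio of Lcn2 was 1.05. The study-raised genes were lower in 11 of 14 cases (-0.40, -0.51 to -0.23, percentile 0.72), and are not independent evidence.

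Genes of the blotted proteins were higher in 4 of 5 cases in the hippocampus (0.54, 0.34 to 0.73, percentile 99.81). Gria1, an AMPA receptor subunit gene, was 2.74-fold higher (2.57 to 2.93), Epha4, an ephrin receptor gene, 2.36-fold (2.17 to 2.57) and Grin2b, an NMDA receptor subunit gene, 1.45-fold (1.26 to 1.67). Of the study-lowered genes 5 of 6 were higher (0.18, 0.06 to 0.33, percentile 92.75), with Snhg6 at 1.50-fold (1.08 to 2.04). Clock genes were lower in 13 of 16 cases (-0.41, -0.56 to -0.24), as were region-tied genes in 9 of 12 (-0.77), glucocorticoid-induced genes in 12 of 17 (-0.38) and arousal receptors in 9 of 14 (-0.49). In the last list, the muscarinic receptor genes Chrm1 and Chrm3 were higher, both at 2.07-fold. Without the 7 genes shared with the study-raised list, the glucocorticoid median was -0.26 (-0.42 to 0.00, percentile 15.01), within the central 95% of random lists.

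Microglia genes were higher in the hippocampus in 8 of 8 cases (0.18, 0.10 to 0.33), and astrocyte (0.10, -0.05 to 0.23) and mural genes (0.12, -0.15 to 0.31) had intervals that included 0. At a Leiden resolution of 2 these medians were -0.12, -0.23 and -0.33. Immediate early genes (-0.01, -0.31 to 0.11), endothelial genes (-0.10, -0.29 to 0.03) and p53 targets (0.04, -0.18 to 0.18) lay near the rest. Precursor genes lay at -0.52 (-0.82 to 0.06). GABA neuron (-0.45, percentile 5.73), neutrophil (-1.57, 7.87) and blood genes (-0.28, 18.38) had negative medians within the central 95% of random lists, the last being at 0.07 with clustering on the other genes. The highest held-out genes were Il16 (18.0, 12.7 to 25.8), Lefty1 (9.93), Homer3 (8.24), Olfml2b (7.88) and Klk8 (7.21).

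In the thalamus, Tsc22d3 was 1.74-fold higher than in the rest of the section (1.65 to 1.84), while Lcn2 was lower (0.570, 0.494 to 0.654). Net1, a guanine nucleotide exchange factor gene, Frmpd1 and Tiparp, a poly(ADP-ribose) polymerase gene, which the study named among its thalamic genes at ZT4, were 3.59-fold (3.05 to 4.23), 3.01-fold (2.46 to 3.67) and 2.59-fold (2.08 to 3.20) higher. Fos, also named there, had a ratio of 0.657 (0.392 to 1.05). Sgk1 stood at 1.06 (1.01 to 1.12), or 0.757 as the mean of single-spot CPM. The study-raised genes were divided, 7 higher and 7 lower, with a median log2 ratio of 0.04 (-0.07 to 0.11), or -0.30 with the mean of single-spot CPM. The region-tied genes had a median of -0.34 (percentile 7.85), with 4 of 12 higher. Neither list is independent evidence.

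Clock genes were higher in the thalamus in 11 of 16 cases (0.29, 0.17 to 0.41, percentile 99.68), with Hlf at 3.30-fold (3.03 to 3.59) and Nr1d2 at 2.13-fold (1.92 to 2.36). Arousal receptor genes went both ways. Adra1b, an adrenergic receptor gene, was 5.02-fold higher (4.34 to 5.80), Gabra4 4.64-fold (4.30 to 5.02) and Hrh3, the histamine H3 receptor gene, 3.21-fold (2.95 to 3.49), whereas 9 of 14 were lower (-1.35, -1.67 to -0.86). Immediate early genes were lower in 10 of 13 cases (-0.98, -1.36 to -0.62), with Egr4 at 0.0263 and Arc at 0.130, and Dusp1 higher at 1.72-fold. Glucocorticoid-induced genes were higher in 13 of 17 cases (0.18, 0.10 to 0.32), and inflammation genes lower in 9 of 10 (-0.76, -1.02 to -0.60).

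Blood genes were higher in 5 of 5 cases in the thalamus (0.79, 0.67 to 0.88), although the near-identical hemoglobin copies cannot be told apart with certainty. Endothelial genes were higher in 6 of 8 cases (0.29, 0.09 to 0.40). Astrocyte genes (0.36, 5 higher and 3 lower) and p53 genes (0.22, 0.03 to 0.38, 8 higher and 5 lower) were mixed around positive medians, with Pmaip1, a pro-apoptotic gene, at 4.04-fold (2.98 to 5.45). The medians of the 2 neutrophil genes (0.91, percentile 94.36) and of the blotted-protein genes (0.29, percentile 95.85, 3 higher and 2 lower) lay within the central 95% of random lists. GABA neuron genes were lower in 5 of 5 cases (-3.50, -3.77 to -3.11), as were microglia genes in 8 of 8 (-0.49, percentile 2.53). Mural (0.14, -0.17 to 0.32), precursor (0.01, -0.26 to 0.32) and study-lowered genes (0.07, -0.18 to 0.26) had intervals that included 0; in the last list Polr2l was 1.43-fold higher (1.25 to 1.63). The highest held-out genes were Abhd12b (38.2, 27.1 to 55.3), Shox2 (37.8), Slitrk6 (27.3), Tnnt1 (24.7) and Synpo2 (23.2). Among the lowest was Cort, the cortistatin gene, at 117-fold lower from 2 UMIs (32.4 to 969).

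In the hypothalamus, peptide genes stood far above the rest of the section. Of the 16 measured hypothalamic and pituitary peptide genes, 14 were higher, with a median log2 ratio of 3.96 (3.85 to 4.13, percentile 100.00), against -4.77 in the cortex, -4.20 in the thalamus and -4.03 in the hippocampus. It was 4.60 at a Leiden resolution of 0.5 and 3.64 with k-means, and it was -3.48 in the cortex with the mean of single-spot CPM and -3.31 in the thalamus with no minimum of UMIs. The highest held-out genes were Npvf (418-fold, 176 to 1302), Agrp, which encodes an appetite-raising peptide (146-fold, 91.4 to 246), Ghrh (131-fold, 83.0 to 219), Hcrt and Oxt. A single spot held 33.08% of the Agrp UMIs of the section, and a single spot 37.85% of the Ghrh UMIs. Pomc, the precursor gene of melanocortins, was 16.4-fold higher (14.1 to 19.1), with 59.1% of its UMIs there, and Dlk1 21.1-fold (17.9 to 25.1), with 65.1%. The ratio of Pomc was 10.37 with clustering on the other genes and 9.55 with k-means. Hdc, the gene of the histamine-making enzyme, had 8 of its 75 UMIs in the hypothalamus and a ratio of 1.36 (0.562 to 2.83).

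Sgk1 was lower in the hypothalamus (0.487, 0.440 to 0.538), as was Lcn2 (0.381, 0.302 to 0.475, or from 0.237 with k-means to 0.609 with the mean of single-spot CPM), and Tsc22d3 stood at 1.04 (0.953 to 1.13). Of the study-raised genes 13 of 14 were lower and 9 at least 1.5-fold lower, with a median of -0.74 (-0.86 to -0.54, percentile 0.08). At a Leiden resolution of 0.5 that median was -0.19 and the ratio of Sgk1 was 0.885. Adding the cluster led by Esrrg, Spp1 and Pvalb to the hypothalamus, a choice made after seeing the data, brought the median to -0.09. The region-tied genes lay at -0.21 (-0.54 to -0.02, percentile 18.80) and the study-lowered genes at 0.09 (-0.12 to 0.19). None of these lists is independent evidence.

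GABA neuron genes were higher in the hypothalamus in 5 of 5 cases (0.99, 0.90 to 1.13), with Dlx1 at 3.21-fold (2.34 to 4.34). Immediate early genes were lower in 11 of 13 cases (-1.26, -1.49 to -0.88), although Fos was 2.09-fold higher (1.38 to 3.09). Arousal receptors were lower in 11 of 14 cases (-0.74), but Hcrtr1, an orexin receptor gene, was 4.44-fold higher (2.93 to 6.60) and Adra2a 2.69-fold (2.20 to 3.28). Inflammation genes were lower in 9 of 10 cases (-0.84), with Serpina3n at 3.29-fold higher (2.72 to 3.96) as the exception. Without the 4 genes shared with the study-raised list, the inflammation median was -0.54 (percentile 10.48), within the central 95% of random lists. Clock (-0.39), glucocorticoid-induced (-0.34, percentile 3.65), blotted-protein (-0.88), microglia (-0.51), blood (-0.77) and neutrophil genes (-2.05) had negative medians, of which the glucocorticoid one lay within the central 95% of random lists. The neutrophil median, from 2 genes, was -0.18 at a Leiden resolution of 0.5 and -3.17 with k-means. Endothelial (-0.07, -0.20 to 0.05), mural (0.00, -0.35 to 0.26), astrocyte (0.04, -0.09 to 0.27), precursor (-0.18, -0.64 to 0.14) and p53 genes (-0.05, -0.25 to 0.08) had intervals that included 0, while Agt, the angiotensinogen gene, was 4.17-fold higher (3.89 to 4.46). Gm11549 had 0 UMIs, which places it 45.0-fold lower at the floor of 3 counts.

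**Figure D2:**
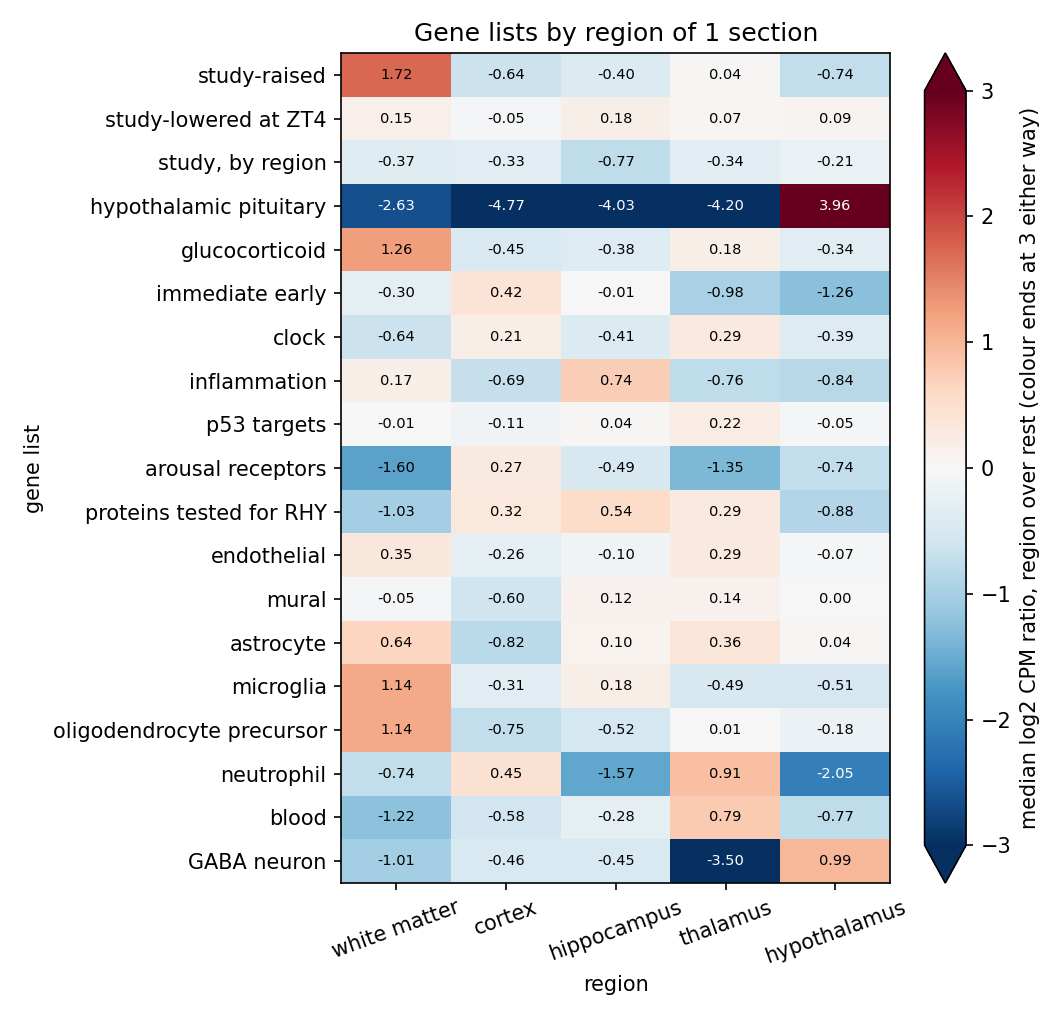
Heat map of the median log2 CPM ratio (region over rest of the section) of the 19 fixed gene lists in 5 regions. Colour runs from lower to higher and ends at 3 in both directions. The study also described the basolateral amygdala. The amygdala and piriform region is not shown, and its study-raised median was -0.66 (12 of 14 lower). The study-raised (1.72) and glucocorticoid lists (1.26) are high in the white matter, and the peptide list (3.96) is high in the hypothalamus.

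The study followed 2 peptide genes of the lateral hypothalamus in particular, Hcrt, the precursor gene of the orexins, and Pmch, the precursor gene of melanin-concentrating hormone. The hypothalamus region here was not divided into a lateral and other parts. Its shares therefore cannot show whether this RNA was confined to the lateral part. Hcrt was 114-fold higher in the hypothalamus than in the rest of the section (107 to 121), with 4216 CPM against 37.1. The hypothalamus held 12202 of 13421 Hcrt UMIs (90.9%, 90.4 to 91.4). Pmch was 55.2-fold higher (53.8 to 56.6), with 12107 CPM against 219 CPM, and the hypothalamus held 35036 of 42239 Pmch UMIs (82.9%, 82.6 to 83.3). These ratios depended on which spots the region took in. The hypothalamus grew from 170 spots to 298 at a Leiden resolution of 0.5, 299 with clustering on the other genes and 314 with k-means. The Hcrt ratio ranged from 53.1 with k-means to 194 at a Leiden resolution of 0.5, and that of Pmch from 30.0 to 233 under the same settings. The UMIs were also unevenly spread over spots: the 20 richest spots for each gene held 59.31% of the Hcrt UMIs and 53.44% of the Pmch UMIs.

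Hcrt (ENSMUSG00000045471) lies on chromosome 11 from 100761069 to 100762931 of mm10, on the minus strand, and Pmch (ENSMUSG00000035383) on chromosome 10 from 88091072 to 88092375, on the plus strand. In the cortex, Hcrt was 143-fold lower than in the rest (100.0 to 212) and Pmch 190.1-fold lower (151 to 244). In the hippocampus they were 135-fold (75.7 to 271) and 120.2-fold lower (87.9 to 169), in the thalamus 16.7-fold (14.1 to 19.98) and 20.1-fold lower (18.1 to 22.3), and in the white matter 14.98-fold (11.3 to 20.4) and 10.6-fold lower (9.24 to 12.2). These values too depended on which spots a region took in. In the white matter the ratios of Hcrt and Pmch were 0.0668 and 0.0945, but 0.0182 and 0.0338 with clustering on the other genes and 0.0388 and 0.0586 at a Leiden resolution of 2. In the cortex the ratio of Hcrt was 0.00700, but 0.00409 at a Leiden resolution of 2 and 0.00388 with k-means. The habenula had 0 Hcrt UMIs, at least 49.0-fold lower. The cluster led by Esrrg, Spp1 and Pvalb, by contrast, held 13.9% of the Pmch UMIs (5851) and 5.26% of the Hcrt UMIs (706).

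At least 1 Hcrt UMI was found in 92.9% of hypothalamus spots, against 20.3% in the thalamus and 4.40% in the cortex, which is taken as background. After thinning to 5000 UMIs, the shares were 78.1% (132 of 169 spots), 12.9% and 1.12% (7 of 627). For Pmch the shares were 88.2%, 37.2% and 10.1%, or 82.8%, 22.8% and 3.99% after thinning. In the cluster led by Esrrg, Spp1 and Pvalb, thinned shares were 30.6% for Hcrt and 42.5% for Pmch (34.5% and 49.3% before). Of the 158 hypothalamus spots with Hcrt, 147 (93.0%, 87.9 to 96.5) also held Pmch, against 88.2% of all 170 hypothalamus spots. Those 170 include the 158, so this comparison could hardly show a difference. At a minimum of 10 UMIs, 86 of 87 spots with Hcrt (98.85%, 93.76 to 99.97) held Pmch, against 70% of all hypothalamus spots. There were 2.87 Pmch UMIs per Hcrt UMI in the hypothalamus (2.81 to 2.93), 2.63 in the thalamus (2.15 to 3.23) and 8.29 in the cluster led by Esrrg, Spp1 and Pvalb (7.66 to 8.97).

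**Figure D3:**
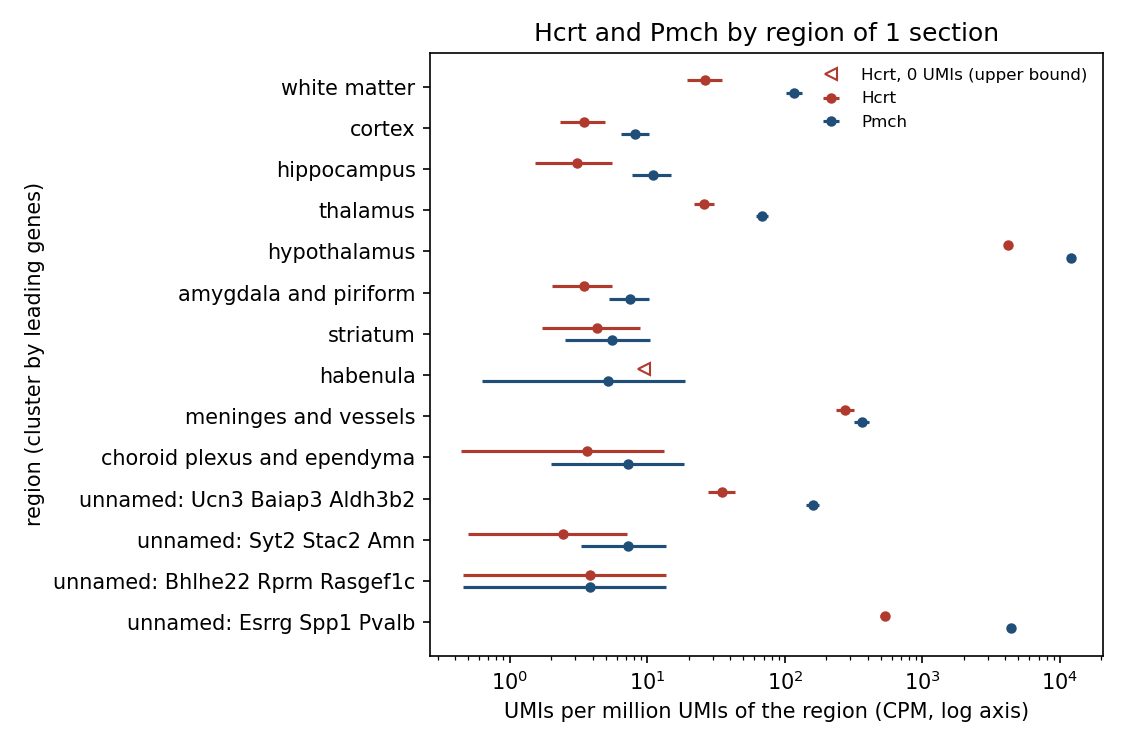
Hcrt and Pmch levels in each region and unnamed cluster (CPM on a log axis); points are levels, bars are 95% counting intervals and the triangle is the upper bound for 0 Hcrt UMIs in the habenula. The hypothalamus is highest for both (4216 and 12107 CPM), and Pmch exceeds Hcrt there.

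Of the other peptide genes that the study named, Oxt and Avp had their highest level in the hypothalamus. Oxt, the oxytocin gene, was 64.2-fold higher (58.9 to 70.0), with 85.0% of its UMIs, and Avp, the vasopressin gene, 42.0-fold (39.1 to 45.1), with 78.7%. A single hypothalamus spot held 1592 Avp UMIs, 35.6% of those in the section, and the meninges and vessels held 11.9%. The pituitary hormone genes Prl (14.5-fold, 12.2 to 17.2), Gh (8.75-fold, 6.97 to 10.96) and Cga (16.7-fold from 28 UMIs, 9.02 to 31.7) were higher in the hypothalamus than in the rest. Gh was, however, highest in the cluster led by Esrrg, Spp1 and Pvalb, with 77.1 CPM (62.9 to 93.6) against 48.7 in the hypothalamus (41.0 to 57.5). That cluster held 102 of the 324 Gh UMIs and the hypothalamus 141. Levels of Prl (93.0 CPM, 77.3 to 110.9, and 109 CPM, 97.49 to 121.9) and of Cga (10.6 CPM, 5.79 to 17.8, and 9.68 CPM, 6.43 to 13.98) had overlapping intervals in the cluster and the hypothalamus. Tshb had 5 UMIs in the section and 0 in the hypothalamus, so that its level could not be compared at this depth. With k-means regions the ratios were 30.9 for Oxt, 22.6 for Avp, 8.90 for Prl and 4.52 for Gh, and at a Leiden resolution of 0.5 they were 26.3 for Prl and 22.4 for Gh.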

Values the study reported

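The study compared RHY100 with saline by differential expression at a false discovery rate below 0.05. For a given sex and sampling time, a single RHY mouse was set against a single saline mouse, by spots of their sections. The counts below therefore do not cover variation between mice. Over the whole section of females at ZT4, it reported 575 differentially expressed genes, of which 247 were increased by RHY and 328 decreased. By region, for females at ZT4, it reported 192 such genes in the white matter tracts, 143 in the cerebral cortex, 115 in the basolateral amygdala, 149 in the hippocampus, 129 in the thalamus, 83 in the lateral hypothalamus and 138 in the dorsal, medial and ventromedial hypothalamus (DMVH). It named Myl4 as changed in the hippocampus only, Pomc, Dlk1 and Hdc in the DMVH only, and Arid5b, Nt5c3, Fam214a and Gpd1 in the white matter only. It described Pmch as raised by RHY in the lateral hypothalamus of females and lowered in several other regions. Hcrt was described as lowered in the cortex and thalamus, and as changed in the hypothalamus in a direction that varied with injection time. In females, RHY was said to apparently confine the map of both genes to the lateral hypothalamus at both sampling times.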

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

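The values with an unnamed cluster added to a region were chosen after seeing the data. The median of the study-raised genes kept its sign in the white matter, cortex, hippocampus and hypothalamus under the alternatives run there, although single genes did not, and in the thalamus it was 0.17 with median-of-ratios scaling and -0.30 with the mean of single-spot CPM. Elsewhere, medians at or beyond the edge of the counting interval were 1.34 in the white matter and -0.20 in the hippocampus with clustering on the other genes, -0.79 in the cortex with the mean of single-spot CPM, -0.50 in the cortex and -0.57 in the hippocampus at a Leiden resolution of 2, -0.40 in the cortex with k-means, and -0.88 and -0.19 in the hypothalamus with k-means and at a Leiden resolution of 0.5. The Sgk1 ratio in the white matter was 11.64 with median-of-ratios scaling, 8.216 with the mean of single-spot CPM and 7.393 with the cluster led by Esrrg, Spp1 and Pvalb added. Among spots of 5000 to 8000 UMIs it was 4.74. The hypothalamus held 92.2% of Hcrt and 86.98% of Pmch UMIs with clustering on the other genes, 96.18% and 96.79% at a Leiden resolution of 0.5, and 85.14% of Pmch with k-means. With the cluster led by Ucn3 and Baiap3 it held 91.54% and 83.85%, and with that led by Esrrg, Spp1 and Pvalb 96.18% and 96.8%, where the study-raised median was -0.09. The last shares nearly repeat those at a Leiden resolution of 0.5, so these settings are no separate checks of where Hcrt and Pmch lie. The Fos ratio in the cortex turned to 0.9738 at a Leiden resolution of 2 and 0.7262 with k-means, where the region kept 48.11% and 45.13% of its spots. In these settings, clusters of 310 and of 321 spots had cortex as their best region but stayed unnamed, with 1 leading marker each. Whether leaving out such spots turned the Fos ratio was not tested. Of 2310 other values over 278 results, 2074 stayed within the interval (drawn anew for list medians) and 234 moved beyond it, some of them past no change. The 2 values of Fos were the only ones to pass it from a main value at least 1.5-fold away with an interval that excluded it. No paired analysis was possible because there was 1 sample. Depth limits genes of few UMIs, such as Ch25h, Hdc and Tshb. By UMIs per spot the white matter was limited most, although small regions such as the habenula held fewer UMIs in all.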

Other observations

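The test on the Pmch to Hcrt ratio and the 4 tests on Prl and Gh were chosen only after the result was seen; the others were written before. The study-raised list was also high in some small regions, with 10 of 14 genes higher in the meninges and vessels (median log2 ratio 0.69, 0.52 to 0.92, percentile 100.00) and 11 of 14 in the habenula (0.44, 0.15 to 0.69, percentile 99.71), but other genes led it there. In the meninges and vessels, Lcn2 was 19.4-fold higher than in the rest of the section (17.8 to 21.2, 1032 CPM) and Lrg1 10.1-fold (7.14 to 14.1), while Sgk1 had a ratio of 0.484 (0.386 to 0.599). All 10 inflammation genes were higher there (median log2 ratio 2.24, 1.90 to 2.46), with Il1r1 at 11.3-fold (7.06 to 17.6), beside mural (2.45) and blood genes (2.94). In the habenula, Lcn2 was 5.37-fold (4.49 to 6.37) and Lrg1 5.62-fold higher (3.17 to 9.31), and in the cluster led by Esrrg, Spp1 and Pvalb 12 of 14 study-raised genes were higher (0.54, 0.38 to 0.68), with Sgk1 at 2.13-fold (1.97 to 2.30). The study-raised list is not independent evidence.

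The choroid plexus and ependyma held 40 of the 75 Hdc UMIs (53.3%, 41.4 to 64.9), a ratio of 73.1 (45.2 to 118). Vcam1, a cell adhesion gene, was 8.44-fold higher there (6.57 to 10.7) and S100a9, a neutrophil gene, 15.4-fold (9.51 to 24.0). A single spot held 24 of the 129 S100a9 UMIs of the section (18.6%). The region of that spot is not reported here, so the S100a9 ratio may rest largely on it. In the striatum, immediate early genes were higher in 10 of 13 cases (0.50, 0.05 to 0.72, percentile 99.96). Cyp26b1, a retinoic acid-degrading enzyme gene, was 11.1-fold higher in the amygdala and piriform region (8.36 to 14.8).

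Sgk1 was high in the white matter, where spots were shallow and rich in myelin RNA. Depth alone is argued against: among spots of 5000 to 8000 UMIs (140 in the white matter and 269 others) the ratio was still 4.74 (4.34 to 5.19). Outside the white matter, Sgk1 was higher in spots richer in myelin markers, with 89.6, 120.4, 184 and 453 CPM in 4 groups of equal size ordered by those markers. A straight line through these spots, extended to the myelin level of the white matter, gave 1609 CPM. The white matter lay at 1.14 times that value (1.07 to 1.22). Spots outside the region that are rich in myelin markers can themselves hold white matter, with all of its cell types. The line therefore cannot tell oligodendrocyte RNA from RNA of the other cells whose markers were high in the white matter. The line reaches far beyond the spots it rests on, and no biological explanation was tested.

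Pmch and Hcrt UMIs were also found in the cluster led by Esrrg, Spp1 and Pvalb, where 37 of 142 spots held 98.2% of its Pmch UMIs. RNA spread evenly from the hypothalamus would give alike Pmch per Hcrt, but the value was 2.89 times that in the hypothalamus (2.66 to 3.13). That interval takes UMIs as independent, whereas both genes were clumped in spots. The 10 richest spots held 40.55% of the Hcrt UMIs of the section and 34.69% of the Pmch UMIs, so this test cannot decide. Spread from nearby spots rich in Pmch stays open, since spot positions were not used. Whether those 37 spots may hold hypothalamic tissue is undecided: their summed CPM of hypothalamus markers (2203) lay 25.2% of the way (20.04 to 30.6) from the cluster's other spots (1424) to the hypothalamus (4513). No biological explanation was tested.

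Prl (564 UMIs in 212 spots) and Gh (324 UMIs in 140 spots) were present, while other pituitary genes apart from Pomc were rarer, with 47 UMIs of Cga, 5 of Tshb, 1 each of Lhb, Fshb and Pou1f1 and 0 of Pitx1. Free RNA spread evenly over the section is argued against by a Prl level 473 times higher in the hypothalamus than in the cortex (129.9 to 3925, from 2 UMIs in the cortex). A single mixed source would give alike Prl per Gh, but Prl per Gh was 1.86 times higher in the hypothalamus than in the cluster led by Esrrg, Spp1 and Pvalb (1.32 to 2.62). That interval takes UMIs as independent, whereas Gh was clumped in spots, so this test cannot decide. For Prl, a piece of pituitary under a few spots is argued against, since the 10 richest spots held 20.4% of its UMIs (17.1 to 24.0). For Gh this is undecided, with 28.4% (23.6 to 33.6). Local expression and uneven spread of RNA stay open, and no biological explanation was tested.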
